# Neuromesodermal progenitors are a conserved source of spinal cord with divergent growth dynamics

**DOI:** 10.1242/dev.166728

**Published:** 2018-11-09

**Authors:** Andrea Attardi, Timothy Fulton, Maria Florescu, Gopi Shah, Leila Muresan, Martin O. Lenz, Courtney Lancaster, Jan Huisken, Alexander van Oudenaarden, Benjamin Steventon

**Keywords:** Zebrafish, Gastrulation, Tailbud, Axial elongation

## Abstract

During gastrulation, embryonic cells become specified into distinct germ layers. In mouse, this continues throughout somitogenesis from a population of bipotent stem cells called neuromesodermal progenitors (NMps). However, the degree of self-renewal associated with NMps in the fast-developing zebrafish embryo is unclear. Using a genetic clone-tracing method, we labelled early embryonic progenitors and found a strong clonal similarity between spinal cord and mesoderm tissues. We followed individual cell lineages using light-sheet imaging, revealing a common neuromesodermal lineage contribution to a subset of spinal cord tissue across the anterior-posterior body axis. An initial population subdivides at mid-gastrula stages and is directly allocated to neural and mesodermal compartments during gastrulation. A second population in the tailbud undergoes delayed allocation to contribute to the neural and mesodermal compartment only at late somitogenesis. Cell tracking and retrospective cell fate assignment at late somitogenesis stages reveal these cells to be a collection of mono-fated progenitors. Our results suggest that NMps are a conserved population of bipotential progenitors, the lineage of which varies in a species-specific manner due to vastly different rates of differentiation and growth.

## Abstract (precis)

**Highlighted Article:** A complete lineage analysis of neuromesodermal progenitors in zebrafish through a combination of genetic clonal labelling, forward fate mapping and *in toto* imaging.

## INTRODUCTION

In amniotes, a bipotent population of posterior progenitors continually allocate cells to the posterior pre-somitic mesoderm (PSM) and spinal cord (Tzouanacou et al., 2009; Brown and Storey, 2000; Selleck and Stern, 1991). Although no specific molecular marker has been identified for this population, they have been shown to express a combination of both the early neural and mesodermal markers Sox2 and brachyury (Wymeersch et al., 2016), and have been named ‘neuromesodermal progenitors’ (NMps; Henrique et al., 2015). The observation of a NMp population is important as it suggests that germ layer specification continues throughout somitogenesis stages and is not restricted to primary gastrulation. Understanding when NMps allocate cells to spinal cord and paraxial mesoderm is an essential first step in exploring the underlying molecular processes that determine the timing of germ layer allocation during vertebrate embryonic development.

The continuous allocation of cells from an NMp pool fits well with the cellular basis of axial elongation in mouse embryos, in which primary gastrulation generates only head structures and the rest of the body axis is generated by posterior growth (Steventon and Martinez Arias, 2017). However, externally developing embryos such as the zebrafish elongate their body axis in the absence of posterior volumetric growth, with elongation being a consequence of convergence and extension of mesodermal progenitors, and volumetric growth of tissue within the already segmented region of the body axis (Steventon et al., 2016). Despite these differences, genetic studies have revealed a marked conservation in the signals and gene regulatory networks that act to drive posterior body elongation across bilaterians (Martin and Kimelman, 2009). Furthermore, experiments in the zebrafish embryo have confirmed the presence of Sox2/Tbxta-positive cells in the tailbud, and transplantation of single cells into the marginal zone can be directed to either neural or mesodermal cell fates, depending on the level of canonical Wnt signalling (Martin and Kimelman, 2012). An additional progenitor pool exists within the tailbud that generates cells of the notochord and floorplate in a Wnt- and Notch-dependent manner (Row et al., 2016). Although these studies demonstrate that a neuromesodermal competent population exists within the zebrafish tailbud, lineage analysis using intracellular injection of high molecular weight fluorescent dextran (Kanki and Ho, 1997) argues against a stem cell-like population that is homologous to the mouse NMp pool (Tzouanacou et al., 2009). These seemingly conflicting results can be resolved by a complete lineage analysis that determines the timing of neural and mesodermal lineage restriction in zebrafish, and answer in a clear manner whether these progenitors arise from a stem cell pool as they do in mouse embryos.

We define ‘neuromesodermal progenitors/NMps’ to be a population of cells that are competent to produce either spinal cord or paraxial mesoderm fates, and that have developed beyond stages at which embryonic cells display pluripotency. Although it is clear from cell transplant studies in the zebrafish that a population of bipotent progenitors exist (Martin and Kimelman, 2012), the degree to which individual cells will divide and give rise to both cell fates is unknown. One possibility is that a neuromesodermal competent state is a conserved feature of vertebrate embryonic development, but how potential is realized is dependent on the degree of posterior growth associated with the species in question; an interesting hypothesis that suggests a dissociation between those molecular processes driving multipotency and those that lead to a clonal expansion of progenitor populations. Zebrafish offer an extreme system with which to explore this hypothesis owing to their rapid development and the minimal volumetric growth that is associated with their body axis elongation (Steventon et al., 2016). We therefore distinguish between the term ‘bipotential’ (reflecting a state of competence) from ‘mono-fated’ or ‘bi-fated’ cells (reflecting a retrospective assignment of fates during normal development by lineage tracing).

Here, we have used a genetic clone-tracing method to address whether zebrafish NMps are a conserved source of spinal cord tissue, and the degree to which they populate neural and mesodermal structures during normal development. We find a closer clonal relationship between spinal cord and muscle when compared with spinal cord and anterior neural regions, which can be explained by a model of NM lineage decision at the basis of spinal cord generation in zebrafish. Tracing this lineage restriction with the combined use of photolabelling and the single cell tracking of lineages from an *in toto* light-sheet imaging dataset demonstrate that this restriction occurs during an early and direct segregation event with little or no amplification of the cellular pool. We observe a second population of NMps that remains resident in the tailbud and contributes to the caudal-most region of the tail, which matches a previously described tailbud NMp population (Martin and Kimelman, 2012). Taken together with recent studies, this suggests that an NMp population is a conserved source of spinal cord and paraxial mesoderm, but with large differences in their potential for self-renewal *in vivo*.

## RESULTS

### Spinal cord scars are more closely associated to mesodermal than to anterior neural derivatives

To determine whether there are shared progenitors between the spinal cord and mesodermal derivatives, such as muscle, at the whole-organism level, we used ScarTrace, a CRISPR/Cas9-based genetic clone-tracing method that labels clones uniquely in the developing embryo and allows for the reconstruction of clonal relationships in a retrospective manner (Alemany et al., 2018; Junker et al., 2017preprint). 

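ScarTrace reads were analysed for 6 adult zebrafish, 3 injected with Cas9 RNA (fish R1, R2 and R3) and 3 injected with Cas9 protein (fish P1, P2 and P3). Each fish carried 8 copies of the H2A-GFP transgene, and a fragment of GFP was amplified from genomic DNA of parts of the body dissected at about 1 year of age, with a barcode for each library. The authors mapped the reads with the Burrows–Wheeler Aligner and deposited, for each fish, the number of reads counted for each scar in each barcode, without normalization. A scar is recorded as the positions and lengths of its insertions and deletions along a GFP reference of 720 bp, and a read without either counts as unscarred GFP. Substitutions are not recorded in this form, so scars differ only by insertions and deletions. The barcodes were used by their numbers, and the body structure behind each barcode was not used here. The values are therefore given per fish and per barcode, technical replicas of a structure were not summed, and no tissue is named. Barcodes with at least 1000 reads were used as libraries, a limit applied after the totals per barcode had been seen. In Cas9 RNA fish, 58 barcodes had between 13027 and 3198706 reads, with a median of 319116. In Cas9 protein fish, 72 barcodes had between 2802 and 2839277 reads, with a median of 323112. The reads are PCR products without molecular identifiers, so that confidence intervals and detection limits cover counting error only. At these depths the smallest share that 3 reads can show lay between 9.38e-05% of the reads of a barcode in fish R2 and 0.107% in fish P1. With 3 fish in each group, no exact permutation test between the groups can give a two-sided p under 0.10.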

When Cas9 is injected together with a single-guide RNA (sgRNA) targeting a tandem array of histone-GFP transgenes in a zygote, a series of insertions and deletions of different lengths at different positions (scars) is introduced after double-stranded DNA breaks. These scars are inherited by all daughters of each labelled progenitor cell. 

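In the 6 fish, 4273 different scars passed the noise filter. Most of them held deletions only, from 72.7% of the scars in fish P2 to 84.1% in fish P3. Scars with insertions only made up between 5.33% (fish R1) and 14.9% (fish R2), and scars with both between 6.04% (fish R2) and 16.5% (fish P2). A single insertion or deletion was found in 51.5% of the scars of fish R2 but in 25.4% of those of fish P1, and the other scars had more than 1 event. Over all deletions of the scars, each scar counted once whatever its reads, the median deletion was 2 to 4 bp long. This median does not describe the typical scarred read. The longest deletion was 109 bp, in fish R2. The longest insertion was 10 bp, in fish R1 and fish P1. Positions are counted from 1 at the start of the GFP reference. The median start of the events lay between positions 532 and 536 in each fish, and the base deleted in most reads lay between positions 542 and 545. That base was deleted in 46.9% of the reads of fish R1, 8.83% of fish R2, 31.2% of fish R3, 49.7% of fish P1, 34.4% of fish P2 and 50.2% of fish P3. These are percents of all reads, and 86.1% of the reads of fish R2 were unscarred. The values below are percents of scarred reads and cannot be set beside them. An abundant scar found in all 6 fish was a deletion of 6 bp from position 542 to 547. It made up between 6.83% (fish P2) and 20.2% (fish P1) of the scarred reads, but did not rank first in every fish. In fish P2, a deletion of 6 bp from position 540 to 545 made up 8.38% of the scarred reads. In fish P3, the deletion from position 542 to 547 made up 13.9%. A deletion of 18 bp from position 532 to 549 made up 28.8% of the scarred reads of fish P3 and 1.19% of those of fish P1.

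**Figure D1:**
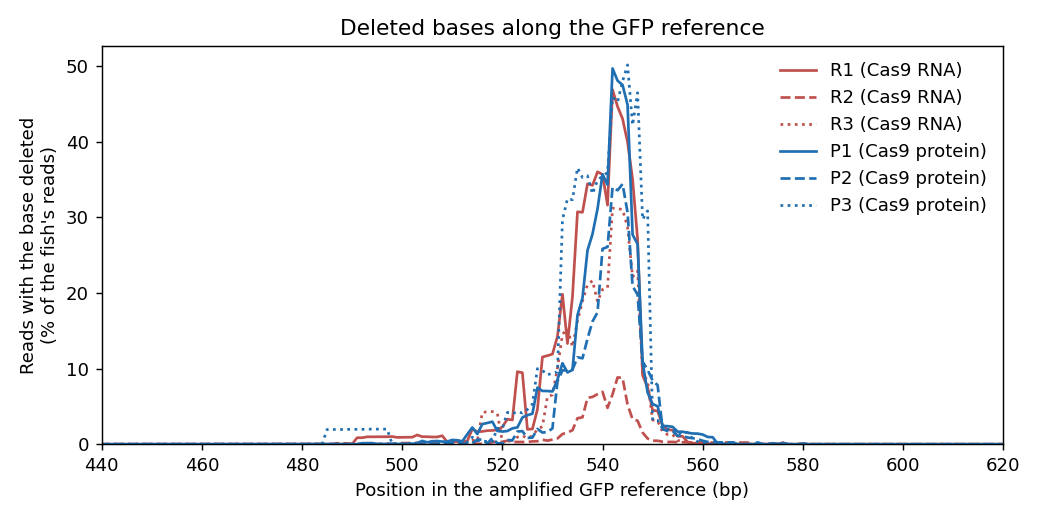
Percent of the reads of each fish in which a base is deleted, along the scarred part of the 720-bp GFP reference, for Cas9 RNA fish (red) and Cas9 protein fish (blue). The deletions of all 6 fish centre on positions 542 to 545, and fish R2 has the lowest peak, at 8.83%. Unscarred reads are included, and they made up 86.1% of the reads of fish R2.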

If progenitors are shared between the spinal cord lineage and paraxial mesoderm tissues in zebrafish, it would be expected that descendants of the paraxial mesoderm tissues would have similar scars to those within the spinal cord. Alternatively, if spinal cord were generated from an ectodermal territory that is segregated from the mesoderm prior to anterior/posterior neuronal lineage segregation, as predicted by the activation/transformation model (Kiecker and Niehrs, 2001; Nieuwkoop and Nigtevecht, 1954), it would be expected that it would share a common set of scars with brain regions. To distinguish between these two possibilities, we injected either Cas9 RNA (fish R1 to R3) or Cas9 protein (fish P1 to P3) together with a sgRNA against GFP at the one-cell stage into embryos transgenic for eight copies of H2A-GFP (Fig. 1A). Cas9 RNA injection has been shown to generate scars up until 10 hpf (hours post fertilization) and therefore would label any neural and mesodermal progenitors throughout gastrulation, whereas Cas9 protein scarring ends at around 3 hpf (Alemany et al., 2018). 

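The tables of the 6 fish held 372 barcodes, and reads were very unevenly distributed among them. At least 1000 reads were counted in 130 barcodes, which were 31 in fish R1, 13 in fish R2, 14 in fish R3, 26 in fish P1, 23 in fish P2 and 23 in fish P3. These libraries held 12012819 reads in fish R1, 8768335 in fish R2, 4211588 in fish R3, 23286860 in fish P1, 8802206 in fish P2 and 7631219 in fish P3. The remaining 242 barcodes together held between 0.00142% (fish R1) and 0.0346% (fish R3) of the reads of a fish, and the largest of them had 685 reads. With a limit of 100 reads, 142 barcodes would have been used. Several barcodes can belong to the same body structure, because technical replicas were sequenced.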

We isolated and sequenced scars of a total of 140 regions of six adult fish (∼1 year post fertilization). 

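Distances were computed between the barcodes of each fish from the presence or absence of rare scars. A match or a mismatch of a scar was weighted by how improbable it was, given the share of barcodes that carry the scar, and the distance was the weight of the mismatches over the weight of matches and mismatches. This is one form of an information-weighted distance. A barcode without any rare scar was left out, which removed 1 barcode in fish R2 and 1 in fish P1. Distances ranged from 0.106 to 0.896 over the 465 pairs of barcodes in fish R1, with a median of 0.581. The medians were 0.587 in fish R2, 0.547 in fish R3, 0.570 in fish P1, 0.562 in fish P2 and 0.501 in fish P3. The 2 nearest barcodes of any fish were in fish P2, at a distance of 0.0327. A shared absence counts as a match, so barcodes with few rare scars can lie near each other without sharing many scars. Barcodes 11 and 20 of fish P2, for example, carried 1 and 2 rare scars.

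**Figure D2:**
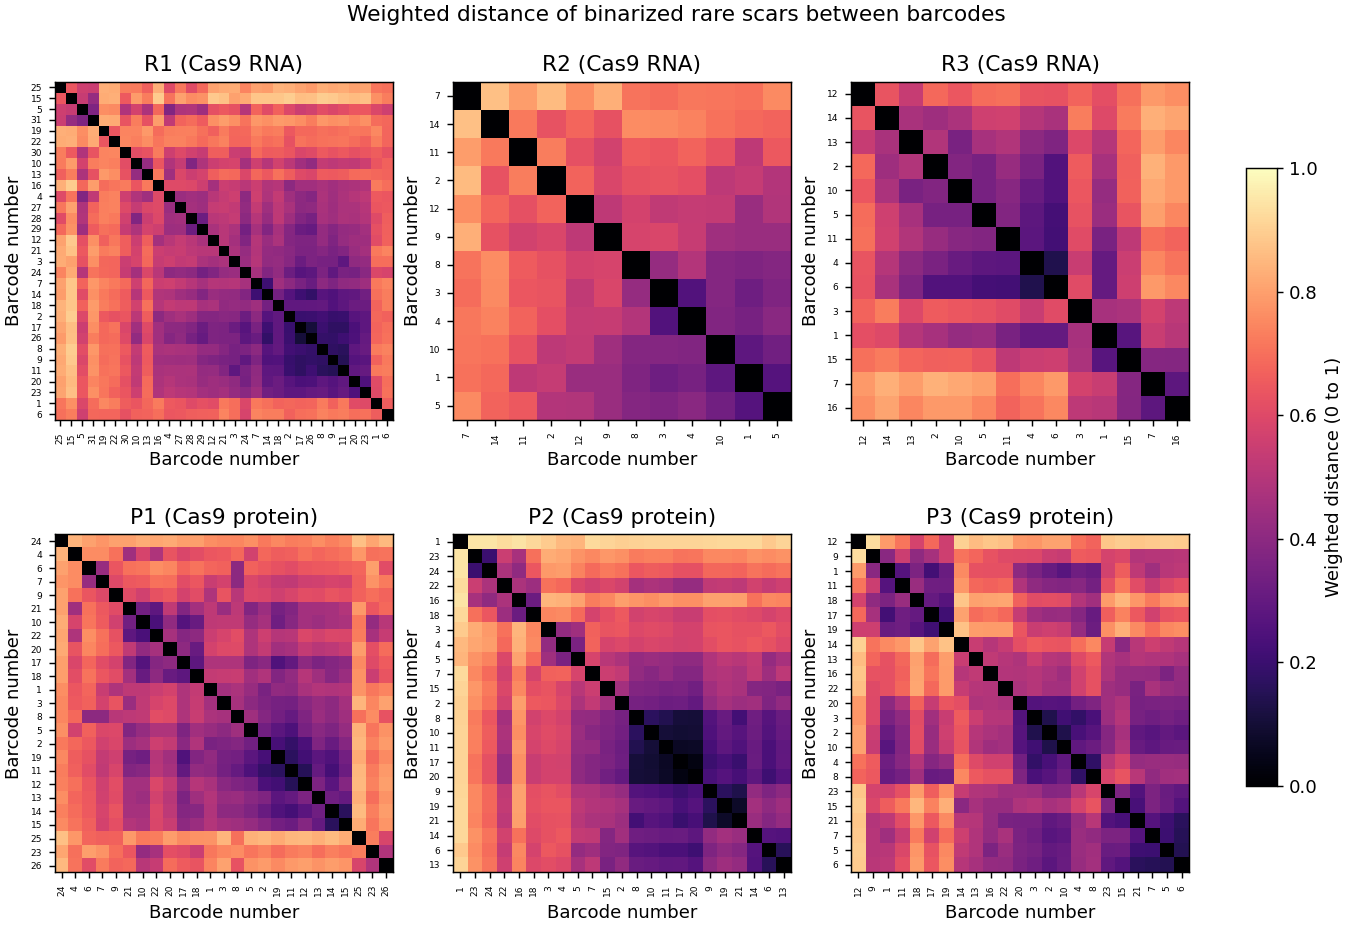
Weighted distances between the barcodes of each fish, from 0 (black) to 1 (light), ordered by average linkage. Rows and columns are barcode numbers, and the darkest block lies in fish P2, which also had the smallest distance, 0.0327. A small distance can come from shared absence of scars as well as from shared scars.

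Trees were built by average linkage and bootstrapped 100 times by resampling scars. Clade support, the percent of bootstrap trees that hold a clade, was averaged over the clades of each tree without the root. It was 38% over 29 clades in fish R1, 59.5% over 10 clades in fish R2 and 59.4% over 12 clades in fish R3. In Cas9 protein fish it was 60.7% over 23 clades in fish P1, 67.3% over 21 clades in fish P2 and 60.7% over 21 clades in fish P3. The mean was 52.3% ± 12.4 (SD, n = 3) in Cas9 RNA fish and 62.9% ± 3.83 (SD, n = 3) in Cas9 protein fish (exact permutation test, two-sided, p = 0.10, the smallest p that 3 fish against 3 allow). This support measures how stable a tree is and takes no account of which body structures a clade joins. When the rare scars of each fish were drawn down to the same number, 180, the order of the groups reversed, with means of 44.1% in Cas9 RNA fish and 42.8% in Cas9 protein fish (exact permutation test, two-sided, p = 1.0, 3 fish against 3). Fish R2 kept all of its scars in that comparison, while fish R1 stayed lowest, at 21.6%. The number of barcodes per tree was not made equal between the fish.

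**Figure D3:**
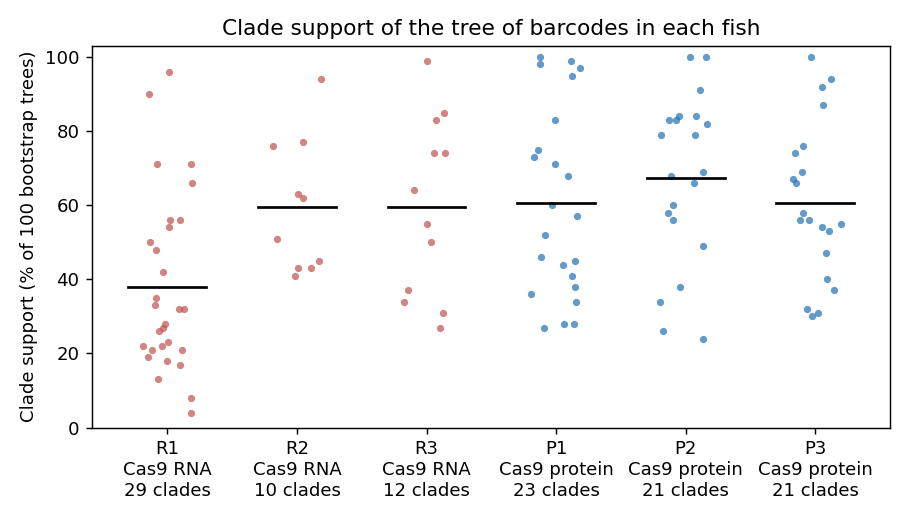
Clade support of each clade (points) and its mean (line) in the tree of barcodes of each fish, as a percent of 100 bootstrap trees, for Cas9 RNA fish (red) and Cas9 protein fish (blue). Fish R1, with the most clades, has the lowest mean, 38%.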

We then computed the distance between organs using a weighted distance measure of binarized rare scars (see Materials and Methods), and displayed them as heat map and bootstrapped trees (Fig. 1B,C; Fig. S1). For Cas9 RNA-injected fish, we observe a smaller distance between spinal cord and muscle tissues at middle and tail regions of the body axis than to head regions (Fig. 1B; Fig. S1). This results in brain, anterior and skin grouping consistently together as a distinct group from the more posterior spinal cord and muscle populations (green and blue boxes, respectively in Fig. 1C and Fig. S1). Intestine, liver, kidney, blood and spleen all group together in a more distant third grouping (red box; Fig. 1C). For Cas9 protein-injected fish we observe a weaker grouping, with only a close association of spinal cord tissue across the anterior to posterior axis to muscle tissue at only P1 (Fig. S1). This is consistent with the early scarring of cells up until 3 hpf (Alemany et al., 2018).

**Fig. 1.**
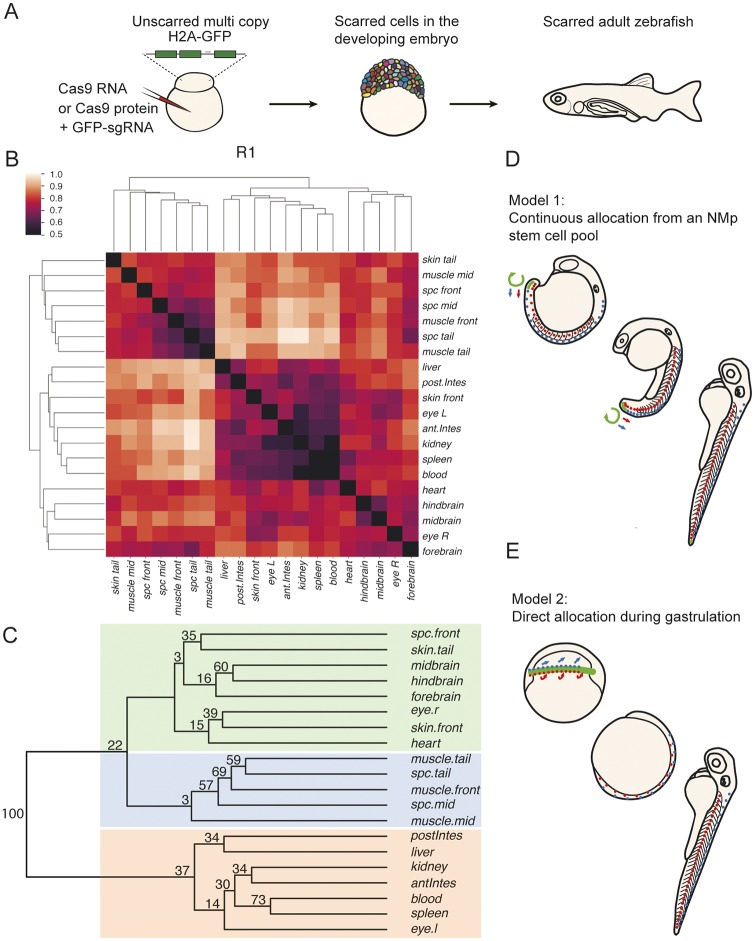
**Spinal cord clones are closely associated to mesodermal, but not anterior, neural derivatives.** (A) Experimental workflow for Scartrace lineage tracing of the zebrafish larvae. (B) Clustering of weighted distances (see Materials and Methods) of scars in dissected body structures of fish R1. The smaller the distance the closer the association between body structures. (C) Bootstrapped tree of weighted distances of scars in dissected body structures of fish R1. The tree was bootstrapped 100 times and the final proportion of clades (clade support values) are shown at each node of a clade. Coloured boxes highlight three groups: the ectodermal group (green), the mesodermal/endodermal group (orange), and the mixed ectodermal and mesodermal group (blue) containing muscle and spinal cord. There is close association of spinal cord and mesodermal cells across the anterior to posterior axis, that is distinct from brain regions. spc, spinal cord; antIntes, anterior intestine; postIntes, posterior intestine; l, left; r, right. (D) Model 1. The continuous allocation model is based on lineage analysis in mouse embryos and proposes that a group of self-renewing neuromesodermal stem cells continually generates spinal cord and paraxial mesoderm throughout axial elongation. (E) Model 2. The direct allocation model proposes that an early segregation of neural and mesodermal lineages occurs during gastrulation, the derivatives of which then expand rapidly by convergence and extension.

This observation is compatible with two models for the segregation of spinal cord and paraxial mesoderm fates during zebrafish embryogenesis. The first model, continuous allocation, follows the interpretation of retrospective lineage analysis in the mouse (Fig. 1D) and assumes that both spinal cord and paraxial mesoderm cells are continually produced from a posteriorly localized neuromesodermal stem cell pool. The alternative is the early segregation model, according to which neural cell lineages diverge during early gastrulation stages, concomitant with the early specification of mesoderm tissue (Fig. 1E). To determine the relative contribution of these two segregation models of zebrafish NMps, we turned to imaging-based lineage-tracing methods.

### Tissue-level segregation of spinal cord and mesoderm populations occurs by 50% epiboly

To obtain an estimate of when spinal cord and paraxial mesoderm spatially segregate during zebrafish gastrulation, we performed a series of fate-mapping experiments using photolabelling. Embryos were injected at the one-cell stage with mRNA encoding for the photoconvertible protein, Kikume, targeted to the nucleus (nls-Kikume). Upon exposure to UV light at 30% or 50% epiboly, circular patches of blastodermal cells close to the marginal zone were labelled, enabling the direct visualization of mesoderm and ectoderm segregation, migration and tissue contribution by confocal microscopy (Fig. 2A; Movie 1). Although labels in the prospective anterior-dorsal region of the 30% epiboly embryo contributed to large regions of the brain and notochord (Fig. 2B), these labels contributed little to the spinal cord and paraxial mesoderm territories, supporting the distinct lineage for brain regions found by Scartrace (Fig. 1A,B). The co-labelling of anterior neural- and notochord-fated cells reflects the fact that the labelled ectodermal domain partially overlaps with the prospective shield region at 30% epiboly. A region of cells adjacent to the anterior neural domain contributes to midbrain, hindbrain and the most anterior part of the spinal cord (Figs 2C and 3C), again consistent with the grouping of anterior spinal cord scars with the brain regions (Fig. 1C; green box). Labels along the medial regions of the marginal zone generate significant contributions to not only the spinal cord, but also paraxial mesoderm compartments (Fig. 2D, Movie 1). Labels spanning the margins of this prospective spinal cord domain performed at 50% epiboly result in significantly fewer mesodermal contributions, in line with the continued invagination of mesodermal progenitors at these stages (Figs 2E and 3B,E). However, not even small (36 cells) labels could mark solely mesoderm-fated cells, suggesting that a degree of mixing between ectodermal and mesodermal lineages persists until 50% epiboly (Figs 2F and 3D). A summary of all labels in terms of their contribution to neural tissues only (blue spots), mesodermal only (red spots) or both neural and mesoderm (green spots) can be observed after mapping the position of each label with respect to the embryonic shield and animal pole for labels at 30% (Fig. 2G) and 50% (Fig. 2H) epiboly.

**Fig. 2.**
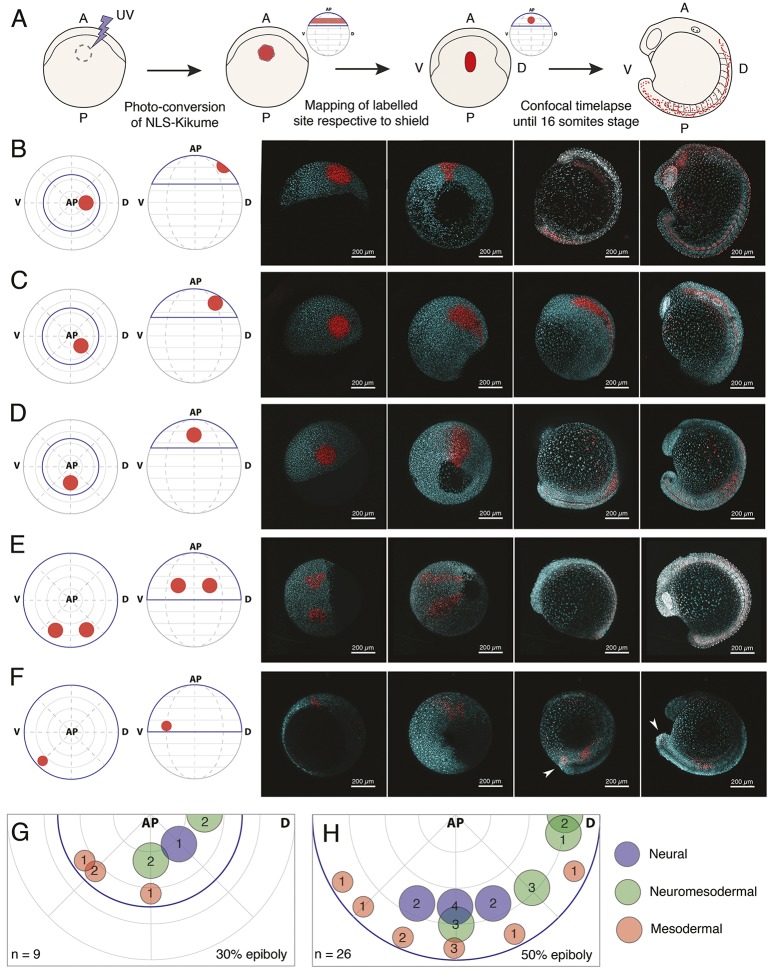
**Tissue-level segregation of spinal cord and mesoderm populations occurs by 50% epiboly.** (A) Description of large-scale fate-mapping experiments. NLS-Kik-injected embryos are mounted for confocal microscopy at 30 or 50% epiboly, and a circular region of the blastoderm is photoconverted. Time-lapse imaging is carried out until the 16-somite stage. Position of the label is retrospectively assigned based on its location on the anterior-posterior axis (determined at the moment of labelling) and the position of the prospective embryonic shield (appearing right after 50% epiboly), which marks the dorsal side of the embryo. (B-F) Embryos were photolabelled in the territories shown in the animal and lateral view diagrams (left-most image) and cells were followed until the 16-somite stage (right-most image panels) by time-lapse microscopy. Consecutive time points are displayed in the right-hand four panels for each example label. Labels were placed in the prospective anterior neural (B), marginal zone (C) and prospective spinal cord (D) territories at 30% epiboly. At 50% epiboly, the boundaries of the prospective spinal cord region (E) and a smaller, more ventro-marginal, mesodermal region (F) were mapped. Arrowheads in F indicate that a subset of labelled cells specifically migrates and contributes to the tailbud mesenchyme. Native NLS-KikGR is shown in cyan, photoconverted NLS-Kik in red. (G,H) Plots showing the location and diameter of labels in relation to the number of embryos imaged per label at 30% (G) and 50% (H) epiboly. Labels are colour-coded according to the ratio of cells allocated to neural tissues or paraxial mesoderm. Blue indicates that over 90% of labelled cells contribute to neural tissues; red indicates that over 90% of labelled cells contribute to paraxial mesoderm; green indicates that labelled cells contribute both to neural and paraxial mesoderm. *n* indicates total number of embryos fate mapped. AP, animal pole; V, prospective ventral side; D, prospective dorsal side (shield). Dorsal and ventral only indicate 3D orientation of the embryo and not future dorsoventral position of cells.

**Fig. 3.**
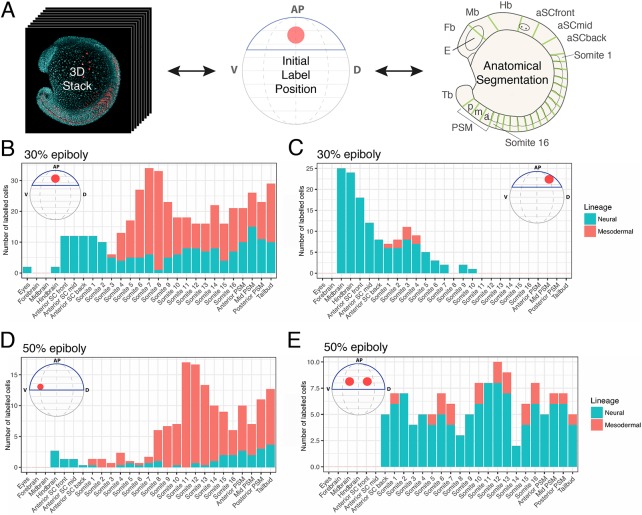
**Axial dispersion and neuro-mesodermal contribution of labelled cells.** (A) 3D confocal stacks of photolabelled embryos were analysed to relate the initial label position with the contribution of cells along the anterior-posterior axis. (B-E) The contributions of labelled populations from individual examples are plotted against the anterior-posterior axis with the number of cells in each tissue compartment shown in red for the somitic mesoderm or blue for the neural tube. There is a significant degree of overlap between spinal cord- and mesoderm-fated cells within the marginal zone at both 30% (B,C) and 50% (D,E) epiboly.

Following the 50% spinal cord/mesoderm-fated populations by time-lapse microscopy reveals a rapid convergence and extension of spinal cord progenitors that leads to a widespread contribution across a large proportion of the anterior-posterior axis (Movies 2 and 3). Contributions of each label were counted for somite and corresponding neural segments at the 16-somite stage (Fig. 3A), and displayed as histograms with the most anterior segment to the left of each plot (Fig. 3B-E). This shows how cells around the centre of the dorsal-to-ventral axis will contribute to neural tissue from the base of the hindbrain to the tailbud at the 16-somite stage (Fig. 3E). Cells that remain ectodermal upon invagination of the mesoderm become displaced posteriorly by the continued convergence and extension of cells in the animal pole (Movie 4). Thus, it appears that a large proportion of the spinal cord is allocated during gastrulation stages, and that this arises from a domain close to or overlapping with paraxial mesoderm-fated cells. However, in absence of single cell resolution, it is not possible to conclude whether these cells are a mixed population of mono-fated progenitors, or arise from a bi-fated neuromesodermal population.

### A mixed population of mono-fated and bi-fated neuromesodermal cells segregates rapidly during mid to late gastrulation

To assess whether single cells contribute to both spinal cord and mesoderm, we made use of an existing light-sheet dataset in which the onset of mesoderm specification can be observed with the use of a live reporter for *mezzo* (Shah et al., 2017preprint). In this dataset, germ layer segregation can be assessed live by detecting the increase in mezzo:eGFP fluorescence levels in the nuclei of mesendodermally specified cells (Fig. 4A). In the dataset used for tracking, a red channel is obtained to make mesodermal cells by taking all cells that are mezzo:eGFP positive and subtracting Sox17^+^ cells that are fated towards endoderm. Similarly, a blue channel is created for ectodermal cells that results from cells expressing the ubiquitous h2b-rfp and subtracting from all those that are mezzo:eGFP^+^ (Shah et al., 2017preprint). After segmentation and automated tracking of all nuclei within the gastrulating embryo, a custom MATLAB script was used to isolate tracks of cells in a user-defined region of the embryo at a chosen timepoint, thus allowing us to perform labelling experiments *in silico*. Automated cell tracking performed using TGMM (Amat et al., 2014) was validated by manually inspecting each track using the Fiji plug-in Mamut, by following each track and its associated cells through both time and z-slices (Wolff et al., 2018). A ‘track’ is defined as the sequence of connected x,y,z,t values associated with a cell and all of its progeny.

**Fig. 4.**
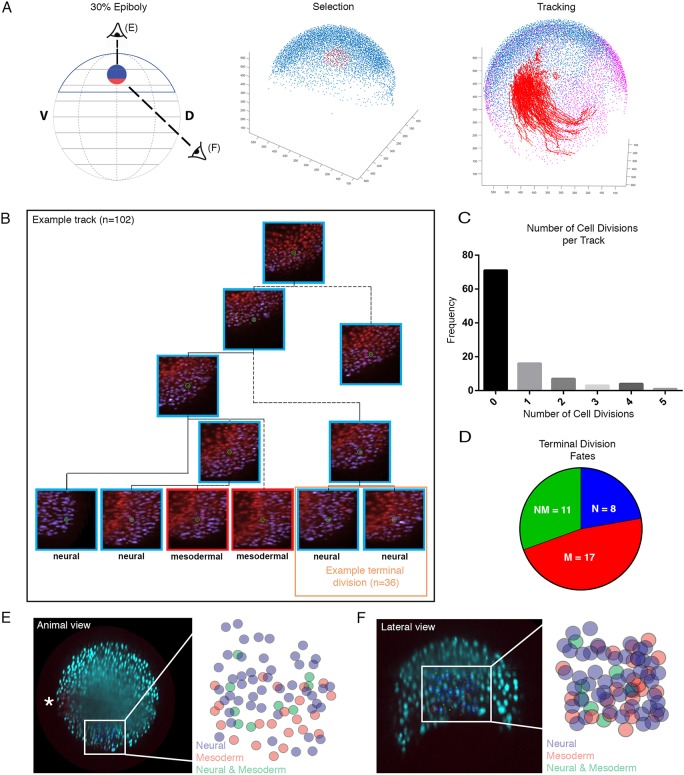
**Bipotential neuromesodermal cells segregate rapidly during mid to late gastrulation.** (A) *In silico* tracking of cells within the multi-view reconstruction was performed to follow lineage segregation from 30% epiboly. A custom MATLAB-based tool was developed to allow for the extraction of tracking data. Tracks were selected separately (*n*=100) in marginal and animal subgroups and visualized on top of 75% epiboly stage nuclei as a reference (purple). Cells were selected and tracked forwards in time, then scored based on expression or absence of mezzo:eGFP marking mesoderm. (B) An example track demonstrating a number of cell divisions and the two terminal divisions, one scored as both neural and one as a bi-fated NMp. In total 102 tracks were validated, with 36 terminal divisions scored. (C) Frequencies of cell divisions per track. (D) Of the 36 terminal divisions, 11 demonstrated contributions to both the neural and mesodermal compartment, with a remaining eight contributing to only neural and 17 to only the mesoderm. (E-F) From the animal and lateral views, the bi-fated cells are clearly intermixed with mono-fated cells. The fated cells are shown overlaid on the animal view image and then expanded in the schematic. Asterisk in E indicates the first mezzo:eGFP-positive cells and therefore the dorsal-most aspect of the marginal zone.

To characterize the germ layer allocation of individual cells within the medial marginal zone at 30% epiboly, we focused on a region comparable with the clone of cells fated towards both spinal cord and paraxial mesoderm (Fig. 2D). We hypothesized that the more-animal part of this region could consist of bipotent progenitors. In fact, separation of the tracks of marginal cells from the rest of cells present in the medial region shows that overall track lengths of marginal cells are shorter than those of more-animal cells, all ending before shield stage. Shorter track lengths of these cells is a consequence of their rapid mesodermal segregation though marginal involution (Movie 5). We therefore focused on the more-animal cells of the clone, that continued up to the end of epiboly (Fig. 4A).

Out of a total of 102 manually validated tracks from this region, 75% were assessed as being accurate without a requirement for manual correction. Twenty-three percent required manual correction, and the remaining tracks were discarded from the analysis due to gross inaccuracies in tracking. Cells that retained ectodermal lineage at track termination were re-selected; their final positions within the spinal cord could be observed at later stages (Fig. S2) and are shown by a blue box in Fig. 4B. Those that started expressing mezzo:eGFP (but not Sox17) were determined as being of mesoderm fate (Movie 5) and are indicated by a red box (Fig. 4B).

Over the duration of the movie analysis (from 30% epiboly to shield stage), 70% of tracks did not undergo a division and were thus directly determined as either being mono-fated spinal cord or paraxial mesoderm progenitors. The remaining tracks divided between one and five times over the duration of the analysis (Fig. 4C). To assign their fates, we focused on the terminal division progeny (Fig. 4B, orange box). Out of a total of 36 terminal divisions, 11 gave rise to both neural and mesodermal derivatives, with the remaining eight mono-fated as neural and 17 as mesodermal (Fig. 4D). Based on this, we conclude that a small population of bi-fated neuromesodermal progenitors exist close to the marginal zone of the zebrafish embryo, but rapidly segregate between the 70-90% epiboly stage.

To assess the degree of mixing between either mono-fated or bi-fated cells, we colour-coded the tracks according to their retrospectively defined fates and plotted them at 30% epiboly according to either an animal view (Fig. 4A,E) or lateral view (Fig. 4A,F). Enlargement of these fate maps reveal a significant degree of mixing between neural-, mesoderm- and neuromesodermal-fated cells along both the lateral-medial (Fig. 4E) and animal-vegetal (Fig. 4F) axes.

### Tailbud neuromesodermal populations are restricted to the posterior-most aspect of the body axis

Upon completion of gastrulation, the tailbud forms via a continued convergence and extension of cells from the anterior ectoderm and a concomitant subduction of posterior cells to form the paraxial mesoderm (Kanki and Ho, 1997). The posterior-most subset of the labelled gastrula-stage NMp population becomes located within the dorsal tailbud upon the completion of primary gastrulation (Movie 3), suggesting that there may be a spatial continuity with the Sox2/Tbxta-positive population in this region (Martin and Kimelman, 2012). We used photo-labelling to assess the contribution of this population. Using nls-Kik-injected embryos, multiple regions of the tailbud were photolabelled at the 6-somite stage and then re-imaged at the end of somitogenesis; an intermediate image was taken at the 22-somite stage. A progenitor region that gives rise to both neural and mesodermal tissue was identified dorsal to the posterior end of the notochord (Fig. 5A). In tracking these cells, it was shown that between the 6- and 22-somite stages, the progenitor cells track the dorsoposterior end of the notochord and show no contribution to the extending axis. The population was also observed to undergo a dorsal-to-ventral rotational movement along the posterior wall, aligning with the caudal neural hinge. The NM-fated populations (*n*=9) were observed contributing to only the final seven somites (25th to 32nd) and nine neural segments (23rd to 32nd).

**Fig. 5.**
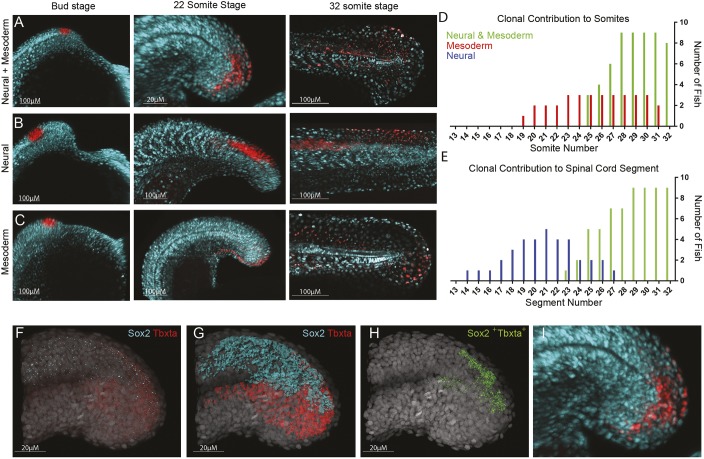
**Tailbud neuromesodermal populations are restricted to the posterior-most aspect of the body axis.** (A-C) Regions of the tailbud were photolabelled at bud stage and followed until the completion of somitogenesis. Populations on the dorsolateral wall of the tailbud gave rise to both spinal cord and mesoderm derivatives (A), those more anterior generated only spinal cord (B) and those more ventral gave rise to only mesoderm (C). All labels had an additional contribution to non-neural ectoderm. (D) The contribution of labelled populations to the anterior-posterior axis are plotted separately for mesodermal (D) and neural (E) fates. In red are labels with mesodermal contribution only (*n*=7), in blue are spinal cord-specific populations (*n*=5) and in green are those that gave rise to both germ layers (*n*=9). (F-I) Hybridization chain reaction (HCR) for *sox2* and *tbxta* was used to locate double-positive cells within 3D confocal datasets. (F) Original dataset with *sox2* in cyan and *tbxta* in red; DAPI is in grey. (G) Surface segmentation of the HCR stain was performed to mask *sox2* expression within the *tbxta* channel. (H) Masking reveals only those cells that are co-expressing both genes. (I) Magnified image of that shown in A to compare photolabel with co-expressing cells.

Directly adjacent anteriorly to the NM-fated region, a progenitor pool with only neural fate was identified. This population contributed to earlier forming spinal cord and no mesodermal tissue. Labelled neural populations were shown to contribute to neural segments between the 14th and 27th somites (*n*=7). No mesoderm was labelled in these labelled populations. Directly posteriorly adjacent to the neural mesoderm progenitors, a third population of progenitors was identified that contributed to only mesodermal tissues, in particular the earlier forming somites between the 19th and 31st (*n*=3).

To check whether our labels are covering the Sox2^+^Tbxta^+^ (previously ntl)^+^ domain previously described (Martin and Kimelman, 2012), we compared the labels with HCR stains for these genes (Choi et al., 2014; Fig. 5F). By segmenting each expression domain, the region of overlap can be visible (Fig. 5G; Movie 5). The *tbxta* expression domain was used to mask all *sox2* expression outside of this region of interest, thereby allowing only regions with co-expression to be observed in 3D (Fig. 5H; Movie 6). This region overlaps with the example NM-labelled population shown as an enlarged version in Fig. 5A,I.

By labelling the early progenitor populations and identifying their final fates at the end of somitogenesis (Fig. 5A-E), the number of cellular divisions was calculated (Fig. 6A-C). Neural- and mesoderm-specific progenitor populations were shown to both have a significantly (*P*<0.001, *n*=7) higher rate of proliferation than the neuromesodermal populations, which were shown to replicate infrequently. The mono-fated populations (MPs and NPs) underwent a much higher frequency of cell divisions, with NPs doubling in cell number between bud stage and the end of somitogenesis. These differences are matched by phopho-histone H3 antibody staining to quantify nuclei undergoing mitosis (Fig. 6D-F) and comparing division rates between *tbxta*-positive notochord (Fig. 6G), *sox2*-positive neural tissue (Fig. 6H) and co-expressing cells (Fig. 6I).

**Fig. 6.**
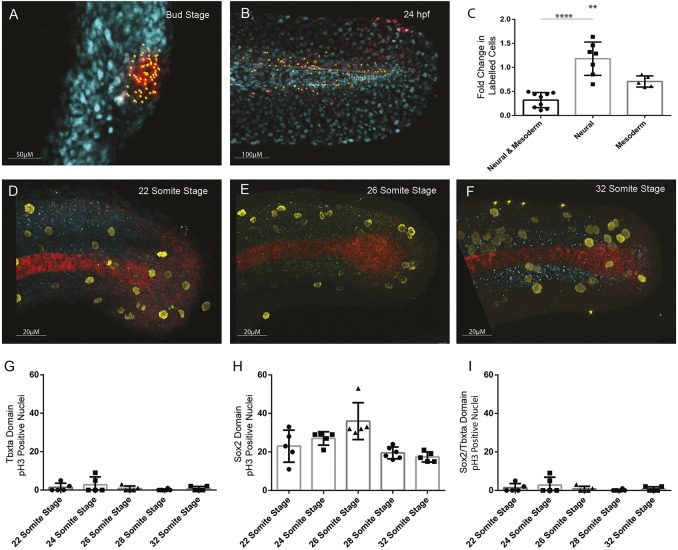
**Quantification of cell division in tailbud NMps.** Quantification of increase in number of cells photolabelled using nls-kikume from (A) bud stage through to (B) 24 hpf. (C) Fold-change increase in labelled clone number changes depending on the labelled progenitor type, with regions contributing only to neural tissue undergoing most clonal expansion and bipotent progenitors undergoing the least clonal expansion. (D-F) Replicating cells stained using phospho-histone H3 (pH3) as a marker of mitotic cells (yellow) with bipotent NMps identified through co-expression of Sox2 (blue) and Ntl (red) at the (D) 22-somite stage, (E) 26-somite stage and (F) 32-somite stage. (G-I) The frequency of Ph3-positive nuclei in the (G) Ntl-positive expression domain, including notochord, (H) Sox2-positive expression domain, and (I) Ntl and Sox2-positive NMp domain. Two-tailed Student's *t*-test. **P<0.01, ****P<0.0001.

### Zebrafish tailbud neuromesodermal progenitors are a population of mono-fated cells

Following zebrafish tailbud at single-cell resolution is a difficult task due to the rapid displacement of the tailbud, which continually moves the region of interest outside the field of view. To compensate for this, we adapted a vertical light-sheet set-up to allow for a continuous correction of the microscope stage position such that the tailbud is continually kept between the excitation and detection objectives (Fig. 7A). As neuromesodermal contributions are restricted to the last seven to nine somite segments (Fig. 5), we focused on generating time-lapse data from the 21 somites through to the completion of somitogenesis. Embryos transgenic for H2B-GFP were mounted for light-sheet imaging as previously described (Hirsinger and Steventon, 2017). Image stacks were taken every 2.5 min for 8 h. At every fifth time-point, the image stacks are downscaled and an image-based registration was performed with the image stack from five stacks before, with the *x*, *y*, *z* translation values stored. The values are then fed back to the microscope stage to update its position (Fig. 7A). The resulting datasets enable long-term imaging of the tailbud, with continuous displacement of the imaging volume in all directions (Movie 7, right-hand panel). Subsequent 3D registration of these imaging volumes removes the sudden displacements and is suitable for downstream analysis (Movie 7, left-hand panel). The entire dataset can then be observed as either maximally projected image volumes (Fig. 7B; Movie 8) or as slices through the dataset to observe single-cell level resolution (Fig. 7C; Movie 9). A boxed region of shaded background signal reflects the progressive displacement of the microscope stage during imaging (Movies 8 and 9).

**Fig. 7.**
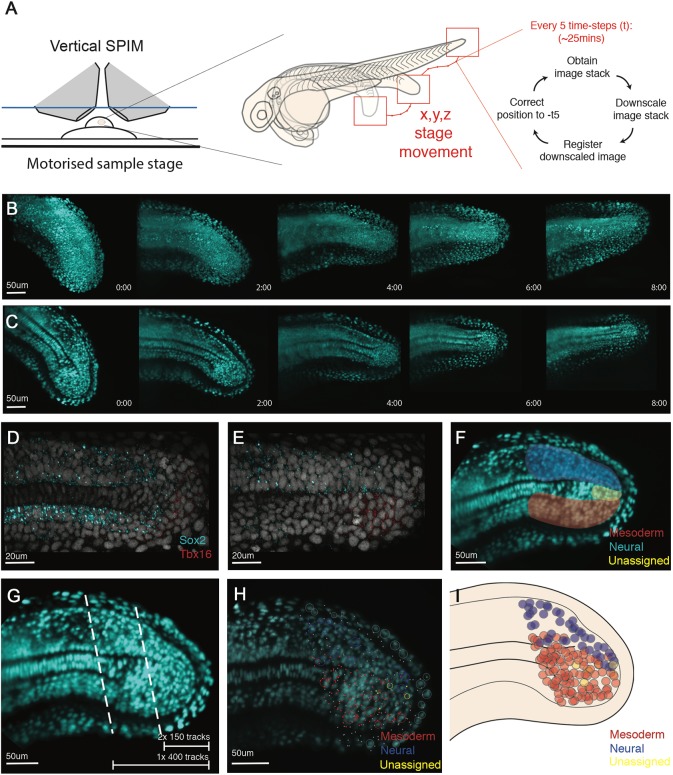
**Single cell tracking of tailbud progenitors during late somitogenesis demonstrates an absence of bi-fated cells and cellular mixing within the tailbud.** (A) Experimental design to allow long-term light-sheet imaging of the growing zebrafish tailbud. Embryos at the 21-somite stage were mounted as described by Hirsinger and Steventon (2017). *Z*-stacks were captured every 2.5 min with image-based registration on downsampled images conducted every five frames. The shift of this registration is then fed back into the stage position in all three directions to re-centre the tailbud within the image. (B,C) Individual frames are shown every 2 h across the 8 h movie shown as both maximum projections (B) and as a medial slice (C). (D-G) Fates of cells were assigned by the termination point of the track by scoring-based position within the anatomy of the tailbud and the associated expression of neural markers (Sox2) and mesdoermal markers (Tbx16 and Tbxta). Medial slices of hybridization chain reaction are shown in D and E, and used to zone the tailbud in F. Automatic tracks were selected using a custom MATLAB script by selecting all cells posteriorly to the lines shown in G. Two movies were subsetted using the most-posterior lines generating two movies of 150 tracks each. A third movie was subset using the more-anterior line, generating 400 tracks. (H,I) Final fates were assigned and have been overlaid over the starting timepoint (H) with open circles representing cells close to the viewed plane and dots representing cells on a different *z*-section. These different *z*-planes have been collapsed into a single 2D image (I) and demonstrate an absence of a mixed population of unfated cells. The mixing around the notochord is an artifact of collapsing the *z*-axis into a 2D image. No cells were observed dividing with progeny entering both lineages.

At late stages of somitogenesis, the tailbud has segregated into distinct territories that can be defined based on both morphology or gene expression. HCR was performed for *sox2* and *tbxta* (Fig. 7D; yellow and cyan, respectively) and *tbxta* and *tbx16* (Fig. 7E; cyan and red, respectively) at the 28-somite stage. This can be compared with a section through a light-sheet dataset at the same timepoint to reveal how paraxial mesoderm (Fig. 7F; red) and spinal cord (Fig. 7F; blue) can be reliably determined, with a small region of cells still co-expressing *sox2* and *tbxta*, and therefore not assignable in terms of cell fate.

Three independent datasets were tracked using TGMM, with subsequent manual tracking validation and correction performed using Mamut, as described for gastrula stages (Fig. 4). A summary of fates for each movie is shown in Table 1, with the regions tracked for each dataset marked in Fig. 7G. As expected from the proliferation analysis (Fig. 6), no cells in the *sox2/tbxta*-positive region divided in any of the three movies analysed; thus, there is zero chance of an NMp being a bi-fated progenitor during the delayed allocation of *sox2/tbxta*-positive cells to the body axis. We therefore focused our analysis on asking whether mono-fated NMps are arising from a mixed or a sorted progenitor population within the tailbud by mapping retrospectively defined cell fates back to the 21-somite stage (Fig. 7H,I). The Mamut tracking software displays cells close to the *z*-plane of the image as open circles, with coloured dots representing tracks above or below the *z*-plane shown (Fig. 7H). For clarity, we traced all positions onto a diagrammatic outline of the tailbud that shows little cell-mixing of neural (in blue) and mesodermal (in red) mono-fated progenitors (Fig. 7I). Those that were unassignable in terms of fate are coloured yellow. Although some degree of mixing can be seen above the notochord, these mesoderm fated cells are sitting laterally to the spinal cord, as can be seen by the open blue circles and dotted red tracks in this region (Fig. 7H). Together, this shows that although a large Sox2^+^Tbxta^+^ population is maintained in the zebrafish until at least the 21-somite stage (Fig. 5F-H; Movie 6), it is composed of entirely mono-fated progenitor cells that are largely spatially segregated.

**Table 1.**
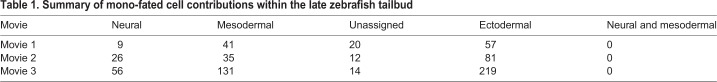
**Summary of mono-fated cell contributions within the late zebrafish tailbud**

## DISCUSSION

Taken together, these results show that a neuromesodermal progenitor pool is a source for at least a subset of spinal cord cells at all regions of the body axis. Crucially, however, this is not achieved by a bipotent stem cell population but rather by the rapid segregation of neural and mesodermal cell fates during gastrulation. Subsequently, a second population of neuromesodermal progenitors arises along the dorsal wall of the tailbud, co-expressing both *sox2* and *tbxta* (Martin and Kimelman, 2012; this study), and is competent to switch to either neural or mesoderm states in response to changes in Wnt signalling activity (Martin and Kimelman, 2012). However, these are not continually added to the elongating body axis, as previously supposed, but are rather a largely quiescent population of cells that contributes to the last region of the body axis. The low proliferation levels of these cells during somitogenesis are in line with a previous study (Bouldin et al., 2014). Although it is possible that a proportion of cells are bipotent within this population, the low rates of division make it unlikely that their derivatives will have sufficient time prior to the completion of somitogenesis to generate a stem-cell mode of growth as has been observed in mouse embryos (Tzouanacou et al., 2009). Indeed, single cell tracking and retrospective cell fate assignment reveals that the tailbud NMp population consists of a population of fate-restricted and spatially segregated cells. Therefore, we surmize a composite model for spinal cord generation in zebrafish, with spatially and temporally separate pools. The first is directly allocated during gastrulation and is a population of NMps mixed in with a large proportion on monopotent progenitors. The second matches with a previously described tailbud NMp population (Martin and Kimelman, 2012) and has a delayed allocation to only the final region of the larval tail (Fig. 8).

**Fig. 8.**
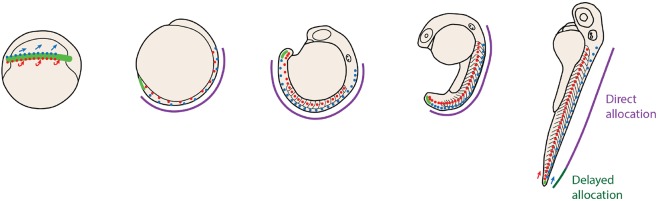
**Zebrafish allocated spinal cord and mesoderm progenitors through a combination of direct and delayed allocation modes.** Diagrams depict zebrafish embryos at progressive stages of development with neuromesodermal competent regions shown in green. Cells either become restricted to spinal cord or paraxial mesoderm fates at early gastrulation (direct allocation; purple) or remain within the tailbud until late somitogenesis (delayed allocation; dark green).

Why is it that zebrafish embryos maintain a tailbud NMp population whose bipotentiality is never realized during normal embryonic development? One possibility is that developmental constraint is acting to conserve a bipotential NMp population across the amniote-anamniote transition, despite large variations in the cellular behaviours that are driving body axis elongation (Steventon et al., 2016; Steventon and Martinez Arias., 2017). Developmental constraint in this case could be acting to maintain the regulatory interactions between transcription factors such as *sox2* and *tbxta*, which maintain a bipotential state, thus leading to a conserved cellular trajectory for NMps (i.e. the series of gene expression states associated with a specific cell fate decision). In contrast, alterations in the multicellular dynamics driving the elongation process may lead to vast alterations in the way this is realized at the cellular level, leading to a divergence in cell lineage (i.e. the series of mother-daughter relationships associated with a specific cell fate decision). Further comparative analyses of NMp populations between chordate model organisms is likely to reveal some important insights into the degree to which cell trajectory and lineage can be separable during evolution and development.

Despite a strong developmental constraint acting upon gastrulation in vertebrates (Abzhanov, 2013), there exists a large degree of morphological variation acting at these stages of development (Duboule, 1994). This variation is largely a consequence of the different strategies of maternal-embryo energetic trade-off that have been adopted during chordate evolution. In the context of mouse, viviparity has led to an internal mode of development within which embryos increase in volume to a large degree, concomitant with establishing their body plan (Steventon et al., 2016). This is in contrast to macrolecithal embryos such as fish, whose energy supplies are contained within an external yolk sac. Such transitions have a great impact on the morphology of gastrulae, which must adopt their shape according to the physical constraints of yolk size and extraembryonic structures. Furthermore, external modes of development provide a selective advantage for developmental strategies that favour a rapid development to swimming larval stages in order that they escape predators and find food. Zebrafish undergo a highly rapid mode of development, and develop their full complement of somites, prior to the development of a vascular system that is efficient at accessing nutritional supplies and allowing them to increase in mass. We propose that by shifting the allocation of spinal cord and mesodermal progenitors to early gastrulation stages, this has facilitated a rapid convergence and extension-based mode of axial elongation. Furthermore, the pool of NMps within the tailbud demonstrates a conservation of a tailbud progenitor pool that could allow for increased flexibility according to organism level heterochronies in the rates of growth. This hints at a novel evolutionary developmental mechanism that we term ‘growth-mode adaptability’. This proposes that specific cellular trajectories (such as the emergence of spinal cord from a neuromesodermal cell state) are conserved in evolution, yet highly adaptable in terms of their timing of cellular decision making and modes of growth.

## MATERIALS AND METHODS

### Animal lines and husbandry

This research was regulated under the Animals (Scientific Procedures) Act 1986 Amendment Regulations 2012 following ethical review by the University of Cambridge Animal Welfare and Ethical Review Body (AWERB).

### Scartrace

Scarred zebrafish (injected with RNA Cas9 or protein Cas9 and gRNA against GFP) were made as described by Junker et al. (2017preprint) and Alemany et al. (2018). Scarred zebrafish (around 1 year old) were anaesthetized, sacrificed and small parts of body structures were dissected and collected individually [a full list of all dissected body structures and barcodes (BC) are available in Tables S1-S6]. Genomic DNA was isolated from the body structures using DNeasy Blood and Tissue Kits (Qiagen, 69506) and scars were amplified and sequenced using the ScarTrace bulk protocol as described by Junker et al. (2017preprint). Scars were mapped with the Burrows–Wheeler Aligner as described by Alemany et al. (2018). Raw sequencing data (as fastq files) and mapped scars tables have been deposited in GEO under accession number GSE121114. After mapping, to filter out potential sequencing errors, the scar percentage was computed in normalized histogram with 100 bins. 

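The noise filter was applied in each barcode by itself, so that a scar was kept in a barcode when its share of the reads was at least 10 times the smallest share of any scar there. The smallest count was 1 read in each of the 130 barcodes, and the filter therefore required 10 reads in every barcode, whatever its depth. It kept 1650 of 22397 scars in fish R1, 497 of 5031 in fish R2, 594 of 7146 in fish R3, 1620 of 28356 in fish P1, 780 of 13618 in fish P2 and 974 of 17483 in fish P3. Scars that were removed everywhere held between 0.105% (fish R2) and 0.526% (fish P3) of the reads of a fish. The number of scars kept was 914 ± 640 (SD, n = 3) in Cas9 RNA fish and 1125 ± 440 (SD, n = 3) in Cas9 protein fish, a difference within the spread between fish (exact permutation test, two-sided, p = 0.60). Taking the smallest share over the whole fish in place of the barcode raised the means to 3040 and 4414 scars. A fixed limit of 0.1% of the reads of a barcode lowered them to 188 and 160 scars, with Cas9 RNA fish now above Cas9 protein fish.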

Scars were only kept when their fraction was at least 10× higher than the minimum detected scar fraction. To filter out fish with inefficient scarring, we determined the scarring efficiency as the number of scars after filtering and the mean unscarred GFP percentage across all organs per fish. 

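Scarring efficiency was measured as the percent of the reads of a barcode that were unscarred GFP, averaged over the barcodes of a fish. Mean unscarred GFP was 32.4% ± 18.3 (SD over 31 barcodes) in fish R1, 86.3% ± 4.40 (13 barcodes) in fish R2 and 45.1% ± 10.3 (14 barcodes) in fish R3. It was 36.3% ± 9.10 (26 barcodes) in fish P1, 25.1% ± 10.3 (23 barcodes) in fish P2 and 25.7% ± 20.4 (23 barcodes) in fish P3. Single barcodes ranged from 74.3% to 92.5% in fish R2, and from 2.04% to 59.5% in fish P3. Between groups, the mean was 54.6% ± 28.2 (SD, n = 3) in Cas9 RNA fish and 29% ± 6.29 (SD, n = 3) in Cas9 protein fish (exact permutation test, two-sided, p = 0.20). The choice of barcodes moved these values most. Averaged over every barcode in the tables, most of which held few reads, unscarred GFP was 40.9% in fish R1, 82.4% in fish R2, 61.7% in fish R3, 57.3% in fish P1, 49.9% in fish P2 and 49.1% in fish P3. With all reads of a fish pooled, it was 26.1%, 86.1% and 44.6% in fish R1, R2 and R3, and 33.8%, 26.8% and 31.6% in fish P1, P2 and P3.

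**Figure D4:**
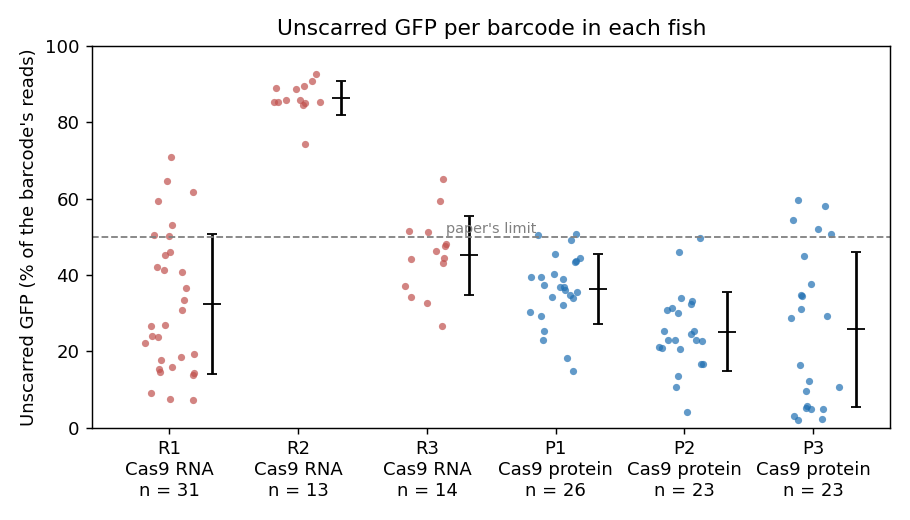
Unscarred GFP as a percent of the reads of each barcode (points), with the mean and SD of each fish (bars), for Cas9 RNA fish (red) and Cas9 protein fish (blue). The dashed line marks 50%, and the 13 barcodes of fish R2 lie above it, from 74.3% to 92.5%.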

Only fish with less than 50% unscarred GFP and more than 100 scars were kept (these are fish R1-R3 and fish P1-P3). 

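Among the scars that passed the noise filter, 816 were kept in at least 2 of the 6 fish, 121 of them in all 6. Scars shared with another fish numbered 551 in fish R1, 317 in fish R2, 352 in fish R3, 612 in fish P1, 445 in fish P2 and 381 in fish P3. They held most of the scarred reads, with between 51.4% (fish R3) and 71.7% (fish P2) of all reads in 5 of the fish and 13.1% in fish R2. The 121 scars found in all fish alone held between 6.90% (fish R2) and 48.8% (fish R1 and P3) of the reads.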

Afterwards, to ensure we kept scars that were made once in the developing embryo, we filtered out all scars that we detected in other fish and in the dynamics experiments from Alemany et al. (2018). This filtering step ensured that we kept only rare scars, with a probability of *P*=10^–5^ of being made. 

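Removing the scars kept in any of the other 5 fish left 1099 rare scars in fish R1, 180 in fish R2, 242 in fish R3, 1008 in fish P1, 335 in fish P2 and 593 in fish P3. The published dynamics data were not used here, and scars that would be removed with them remain in these sets. Rare scars held 16.7% of the reads in fish R1, 0.685% in fish R2, 3.64% in fish R3, 2.45% in fish P1, 1.20% in fish P2 and 12.2% in fish P3. Cas9 RNA fish had 507 ± 514 rare scars (SD, n = 3) and Cas9 protein fish 645 ± 340 (SD, n = 3), which could not be told apart (exact permutation test, two-sided, p = 0.60). A stricter definition, no read at all in any of the other 5 fish, left 691, 91 and 138 rare scars in fish R1, R2 and R3, and 553, 192 and 429 in fish P1, P2 and P3. The number depended on the noise filter and on depth. With the smallest share taken over the whole fish, the means were 1985 rare scars in Cas9 RNA fish and 3123 in Cas9 protein fish. With each barcode drawn down to 1000 reads, where the 10 reads required by the filter are also 1% of the reads, they were 11.3 rare scars in Cas9 RNA fish and 10.3 in Cas9 protein fish.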

After filtering, we summed scars from technical replicas of the same dissected body structure. 

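Between 48.6% (fish P3) and 76.1% (fish R2) of the rare scars of a fish were found in a single barcode. A rare scar was carried on average by 9.47% of the barcodes in fish R1, 12.3% in fish R2, 17.0% in fish R3, 10.5% in fish P1, 7.75% in fish P2 and 19.3% in fish P3. This share was 12.9% ± 3.79 (SD, n = 3) in Cas9 RNA fish and 12.5% ± 6.04 (SD, n = 3) in Cas9 protein fish (exact permutation test, two-sided, p = 1.0). The median barcode carried 76 rare scars in fish R1, 18 in fish R2, 31.5 in fish R3, 91 in fish P1, 13 in fish P2 and 99 in fish P3. The rare scar carried by most barcodes of fish R1 joined deletions at positions 523 to 524 and 528 to 532 of the GFP reference, and was found in all 31 barcodes with a mean of 4.06% and a maximum of 18.4% of the reads. In fish R2 it was a pair of insertions, of 2 bp at position 535 and of 1 bp at position 545, in 12 of 13 barcodes with a mean of 0.0183% of the reads. Fish R3 carried an insertion of 1 bp at position 544 with one of 8 bp at position 546 in all 14 barcodes, with a mean of 1.31%. In fish P1 a deletion of 39 bp from position 522 to 560 was found in 25 of 26 barcodes, with a mean of 0.252% and a maximum of 2.22%. Fish P2 carried deletions at positions 515 to 516 and 531 to 544 in 22 of 23 barcodes, with a mean of 0.292% and a maximum of 6.31%. Fish P3 carried deletions at positions 527 to 537 and 547 to 548 in all 23 barcodes, with a mean of 4.42% and a maximum of 18.7%. The next most widely carried scars were in 31, 8 and 14 barcodes of fish R1, R2 and R3 and in 25, 15 and 23 barcodes of fish P1, P2 and P3. With a limit of 0.1% of the reads, the first scars of fish R1, R3 and P3 stayed in all barcodes, while that of fish P1 remained in 8 barcodes, that of fish P2 in 1 and that of fish R2 in 0.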

As a last processing step, we binarized the filtered scars (Tables S7-S12) and computed the distances between body structures using a weighted distance measure for sparse samples (information weighted sparse sample distance, IWSS). IWSS incorporates both the matches and mismatches in an information-weighted manner to incorporate all available information in sparsely sampled vectors. The IWSS distances between the organs are shown as log distances in heatmaps (Fig. 1B and Fig. S1) and bootstrapped trees (Fig. 1C and Fig. S1). Heatmaps were plotted using the python seaborn package with the settings method=‘average’ and metric=‘euclidean’. Trees were bootstrapped 100 times using the R function boot.phylo and prop.clades from the ‘ape’ package.

### Photolabelling and time-lapse microscopy fate mapping

Zebrafish wild-type embryos were injected at the one-cell stage with 200 pg of nuclear-targeted Kikume (a kind gift from Ben Martin, Stony Brook University, NY, USA). Photolabelling was performed as described previously (Steventon et al., 2016).

For fate-mapping experiments at gastrulation stages, six to ten 30% or 50% epiboly stage embryos were embedded in a drop of low gelling point agarose (1% w/v in E3 media) at the bottom of a MatTek petri dish (1.5 glass coverslip bottom) and imaged using a 10× air objective (NA=0.45). Time lapse imaging of labelled embryos was performed using a Zeiss LSM 700 confocal microscope equipped with a temperature-controlled chamber set at 28°C. In our setup, nearly complete photoconversion of NLS-KikGR was obtained by scanning the 405 nm laser at 10-15% laser power on a circular user-defined region of the embryo. Photolabelling efficiency was directly visualized by simultaneously capturing both NLS-KikGR emissions on two different PMTs. After labelling of all embryos, overnight multidimensional acquisition of low resolution stacks for each embryo was set up with an interval of 10 min. The experiment was stopped the morning after embryos had reached the 16-somite stage, at which they were dissected out of the agarose, individually dechorionated, re-embedded and imaged at higher *z*-resolution. The excitation power of 488 and 561 nm lasers was kept below 12% throughout time-lapse acquisition and further lowered after dechorionation.

To quantify label contribution to neural or paraxial mesoderm tissues, as well as their axial spreading, high-resolution datasets of 16-somite stage embryos were segmented and cells counted using the surface and spot functions in Imaris v8.3 (bitplane.com).

For postgastrulation labelling, embryos were mounted in 2% methycellulose in E3. Mounting in low gelling point agarose in E3, as described by Hirsinger and Steventon (2017), was performed for live imaging of post-gastrulation embryos.

### Scanning light-sheet imaging microscope with online stage adjustment

The additional light-sheet imaging was performed using a home-build scanning light-sheet microscope in an upright geometry, where the excitation and emission lenses were each tilted 45° to the vertical axis to allow for horizontal sample placement on a *xyz*-translation stage. The sheet was generated using 2-4% laser output power at 488 nm (200 mW maximum output power), delivered to the sample using a Nikon 10×, 0.3NA water-immersion objective and a galvo scanning system (Cambridge Technology). The sheet thickness determined before the experiment in dye solution was ∼2 μm at the waist. Fluorescence was collected with a Nikon 40×, 0.8 NA water-immersion objective, using a 525/50 nm (Chroma Technologies) emission filter in front of the sCMOS camera (Hamamatsu Flash 4). The position of the detection lens was synchronized with the position of the excitation sheet using a long travel piezo objective positioner (Physik Instrumente).

To allow automated long-term imaging of the structurally changing sample, an automated feature of the tracking method was implemented in the bespoke control software written in Labview. Data handling was performed by calling MATLAB scripts from within the software. The goal was to keep the area of interest in the field of view so that further registration could happen offline. During time-lapse acquisition, all image stacks are downsampled online to 1×1×1 μm^3^ voxel size to allow for efficient data handling. For every 5th timepoint, a three-dimensional phase correlation is calculated between the current downsampled stack and a reference stack. From this, the necessary *xyz*-stage shift is determined and sample moved accordingly. The next image stack replaces the previous reference stack to take into account overall changes. All necessary computation steps were optimized so that they could be completed in between timepoints in order not to delay image acquisition. After the completed time-lapse image acquisition, consecutive image stacks were registered using custom MATLAB scripts employing the same 3d-phase-correlation algorithm.

### Hybridization chain reaction and immunohistochemistry

Five antisense DNA probes were designed against the full-length zebrafish *sox2* and *ntla* mRNA sequence as described by Choi et al. (2014). Embryos incubated in either embryo medium were fixed 4% PFA at 4°C and then stained according to Choi et al. (2014). HCR was combined with immunohistochemistry for phospho-histone H3 for identification of mitotic cells at the point of fixation. Embryos underwent HCR followed by blocking in 2% Roche blocking reagent, 5% donkey serum in maleic acid buffer. A mouse anti-pH3 antibody (abcam, ab14955) was incubated overnight at 4° followed by a secondary anti-mouse conjugated to an Alexa 488 fluorophore (ThermoFisher Scientific, A32723). Imaging was performed on a Zeiss LSM700 confocal with identical imaging parameters: *z*-step 0.5683 μm; 1024×1024 resolution; 63× oil objective NA 1.4; 35% laser power at 488 nm; Gain 661; Digital offset −2; Pixel dwell time 3.12 μs.

### MATLAB script for trajectory selection

The custom-written MATLAB script imports trajectories saved in TGMM software format (Amat et al., 2014) and visualizes the position of the detected cells at two user-defined points in time. Through GUI the user selects the cells of interest and subsequently the trajectories of the respective cells are plotted in red. The trajectories retained also include those of the daughter cells originating from the originally selected cells at any timepoint. An (optional) post-processing step eliminates the cells on the opposite side of the embryo from the user's viewpoint, in case they were inadvertently selected. The selected trajectories can be saved in the TGMM software format or as a MATLAB ‘.mat’ file.

### *In silico* fate mapping

The light-sheet dataset used for the lineage analysis, as well as the TGMM automated tracking (Amat et al., 2014), has been described by Shah et al. (2017preprint). Trajectories selected at timepoint 30 (corresponding to 30% epiboly) were exported as TGMM output .xml file using our MATLAB script. Position of cells analogous to those analysed in fate-mapping experiments were obtained by comparing the 30% epiboly stage with the 75% epiboly stage, at which the embryonic shield is visible. TGMM data was imported into MaMuT (Wolff et al., 2018) for visualization and validation of tracks. Lineages were followed using the Track Scheme module and inspected by overlaying the tracking data on top of the original images in Mamut viewer. Germ layer segregation of cells along tracks was determined based on the expression of the *mezzo:eGFP* mesodermal reporter. Endodermal cells, expressing *sox17::YFP*, were excluded. Spinal cord contribution of non-mesodermal cells was manually verified using Mamut.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

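Scars were measured in 6 adult zebrafish that carried 8 copies of an H2A-GFP transgene, 3 injected at the 1-cell stage with Cas9 RNA and 3 with Cas9 protein. The fish were assigned to their injection by the sample labels and the paper, which name them in the same way. For each fish the authors deposited counts, the number of reads of each scar in each barcode after mapping with the Burrows–Wheeler Aligner, without normalization and before the noise filter and the removal of scars shared between fish. The tables name libraries by barcode number. The list that pairs barcodes with body structures was not used here, so no value is given for a tissue, technical replicas were not summed, and the comparisons between spinal cord, muscle, brain and viscera that had been designed before the data were examined were not run.

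The processing followed the steps in the paper where they could be applied to the counts. The normalized histogram with 100 bins, in which the paper computes the scar percentage before the noise filter, was left out, and the filter was applied to the shares themselves. A scar was kept in a barcode when its share of the reads was at least 10 times the smallest share of a scar in that barcode. Rare scars were those kept in a fish and in none of the other 5 fish. The published dynamics data, which the paper also used to remove scars, were not analysed here. Rare scars were binarized per barcode. The paper's text names the weighted distance without printing its formula, so the form used here was set before the data were examined. With p the share of barcodes that carry a scar, a mismatch was weighted by the negative log2 of 2p(1-p), a shared presence by that of p squared and a shared absence by that of 1-p squared, and the distance was the weight of mismatches over the weight of mismatches and matches. Trees were built by average linkage and bootstrapped 100 times with boot.phylo. The scars named in the text are the rare scars carried by most barcodes of each fish, with ties settled by the mean share of reads. The rule set before the data were examined names 2 per fish, of which the first is described.

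The design spoke of all body structures. The tables hold 372 barcodes, more than the 140 regions the paper counts, and most have few reads, so the 130 barcodes with at least 1000 reads were used as libraries and all barcodes became the alternative. This exchange was made after the totals per barcode had been seen. It lowers mean unscarred GFP in fish R1, R3, P1, P2 and P3 and brings fish R3 and P1 under 50%, and both sets of values are given where unscarred GFP is reported. It leaves the number of scars kept and of rare scars unchanged, and raises the share of barcodes that carry a rare scar in every fish, since barcodes with few reads hardly hold any. Mean clade support changes in fish P3 only, where it is 56% with all barcodes.

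Libraries held between 2802 and 3198706 reads. The precision of a share was taken from 95% Wilson intervals and the detection limit from 3 reads, which cover counting error only, since PCR reads are not independent molecules. Cas9 RNA and Cas9 protein fish were compared with exact permutation tests of the mean, two-sided, with the fish as the unit. The 20 ways to assign 6 fish to groups of 3 give a smallest p of 0.10, so none of these comparisons can pass 0.05. Relations within a fish were tested with 100000 permutations and Benjamini-Hochberg adjustment. The alternatives were other noise filters, a stricter definition of rare scars, reads drawn down to 1000 per barcode, neighbour joining, pooled reads, rare scars in at least 2 barcodes and each fish left out in turn. Other alternatives were added after the data had been seen. They were all barcodes for further measures, rare scars without 1-bp variants of a scar with at least 10 times as many reads, rare scars drawn to an equal number of 180 per fish in 10 draws, Jaccard distance, rare scars in at least 2 barcodes for further measures and a limit of 1% of the highest share of a scar.

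The procedure was tested on simulated data with 4 planted groups among 16 libraries of real sizes. All 199 planted scars with reads were kept, 0 of 2000 noise scars passed, the 4 groups were recovered, and the lowest bootstrap support of a planted group was 100%. The test only checks that the steps run as written. The rule itself removes any scar at the smallest share of its library, so removing such noise says little about the filter. In the real libraries, 77.4% of the cases of traces of abundant rare scars described below passed it. The accuracy of the filter and trees on real data was therefore not measured. The distance was computed with the same result in R and Python. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Matplotlib 3.10.9, R 4.3.3 and ape 5.8.1 were used, with random seed 1.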

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

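All tests were chosen after the result had been seen. In fish P1, 5 barcodes below the limit of 1000 reads held more unscarred GFP than any library of the fish, of which the highest had 50.8%. Unscarred GFP was 82.6% of 235 reads in barcode 56, 80.2% of 344 reads in barcode 60, 78.3% of 563 reads in barcode 62, 82.6% of 219 reads in barcode 63 and 75.0% of 120 reads in barcode 65. The lowest of their 95% Wilson limits was 66.6%. The 7 other barcodes with 100 to 1000 reads, from 5 fish, lay within the range of the libraries of their own fish.

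A technical origin was tested with unscarred GFP and with scars. Reads that spill over from the libraries of fish P1 would have their range of unscarred GFP. The 5 barcodes pooled had 79.8%, but they were chosen for a high value, so this value alone cannot tell them apart from spill-over. Scarred reads from a fish, fish P1 included, would fall on its most abundant scars. For the 7 other weak barcodes, between 57% and 75.2% of the scarred reads fell on the 10 most abundant scars of their own fish. For the 5 barcodes, the share was 19.1% on those of fish P1 and at most 27.1% on those of another fish, fish R2. The libraries of fish P1 themselves had 63.9% on the 10 most abundant scars of fish P1. Neither spill-over from these libraries nor reads from a single other fish therefore account for most of the scarred reads of the 5 barcodes. A mixture of several fish, a fish outside the 6 and a weakly scarred body structure of fish P1 were not tested, and no biological explanation was tested. With 299 scarred reads in all, these values are limited by depth.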

How the results depend on the processing

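No comparison between Cas9 RNA and Cas9 protein fish can pass 0.05 with 3 fish against 3, so only directions can change, and a p-value says nothing about stability here. The cause of the changes was not tested, except for the number of rare scars in clade support. Values are Cas9 RNA minus Cas9 protein means, and the tests chosen after the result was seen are those named as such.

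Mean clade support was lower in Cas9 RNA fish, by -10.6 percentage points, and kept that direction with neighbour joining, both other noise filters, the stricter definition of rare scars and, among alternatives chosen after seeing the data, with all barcodes, Jaccard distance, rare scars in at least 2 barcodes, no 1-bp variants, or a limit of 1% of the highest share. The smallest of these differences was -1.86, with the noise filter set by the whole fish. With rare scars drawn to an equal number per fish, also chosen after seeing the data, it reversed to 1.32. Across the 6 fits that each left out one fish it ranged from -14.2 to -3.41. The support of fish R2 alone, 59.5%, was not stable. Under the alternatives it ranged from 18.5% with the limit of 0.1% of the reads to 67.1% with the noise filter set by the whole fish.

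Mean unscarred GFP stayed higher in Cas9 RNA fish, by 25.5 percentage points, 9.58 with all barcodes and 21.5 with pooled reads, and from 9.69 to 36.6 with one fish left out. The number of scars kept differed by -211 and reversed to 28.7 with the limit of 0.1% of the reads. It ranged from -579 to 36.7 with one fish left out. The number of rare scars differed by -138 and reversed to 6 with the limit of 0.1% and to 1 with 1000 reads per barcode, and ranged from -434 to 43 with one fish left out. The share of barcodes carrying a rare scar differed by 0.384 percentage points, reversed to -1.58 with the limit of 0.1%, and ranged from -2.00 to 3.78 with one fish left out. None of these 3 directions is therefore stable.

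Of 208 values for single fish or scars under an alternative, 102 moved by more than the SD between the fish of the group or, for counts, by more than 1.5 times, and 106 did not. With 1000 reads per barcode, fish R2 and P2 kept too few barcodes with rare scars for a tree, so clade support was not compared. The comparisons between tissues, between technical replicas and their alternatives were not run, because body structures were not used here. No paired analysis was possible because the fish are different animals with no shared replicate numbers.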

Differences from the paper's values

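The paper keeps fish with less than 50% mean unscarred GFP and lists fish R2 among them. Mean unscarred GFP in fish R2 was 86.3% here. No test here was chosen after the result was seen, but the use of barcodes with at least 1000 reads was. Neither all barcodes, the rule set before the data were examined (82.4%), nor pooled reads (86.1%) closed the gap. The cause of the gap is not known, and this doubt extends to every value of fish R2 and to the Cas9 RNA means. Without fish R2, the difference in mean unscarred GFP between the groups fell from 25.5 to 9.69 percentage points. Over all barcodes, fish R3 (61.7%) and fish P1 (57.3%) were also above the paper's 50%, by less than 1.5 times.

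In Fig. 1C, read by eye, the tree of fish R1 joins about 20 body structures, against 31 barcodes here. The paper summed technical replicas before building trees, a step that was not applied here.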

Other observations

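The tests on traces of scars, on widely carried scars, on 1-bp variants and on the number of rare scars in clade support were chosen after the result had been seen.

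Abundant rare scars that 3 barcodes held almost alone left traces in nearly all other libraries of their fish. Of the rare scars with at least 10000 reads, 18 had at least 80% of their summed shares in 3 barcodes. These were 3 of 16 in fish R1, 2 of 2 in fish R2 and 2 of 4 in fish R3. In Cas9 protein fish they were 7 of 13 in fish P1, 2 of 2 in fish P2 and 2 of 10 in fish P3. In the remaining barcodes of the same fish, such a scar had at least 1 read in 97.5% of 367 cases. The median size of these traces was 0.238% of the highest share in fish R1, 0.289% in fish R2 and 0.478% in fish R3. It was 0.332% in fish P1, 0.272% in fish P2 and 0.584% in fish P3. A candidate explanation is low-level spill-over of reads between libraries that were amplified or sequenced together. The noise filter removed some of these traces. Of all cases, 77.4% passed the filter and count as a shared scar once binarized, from 45% in fish R2 and 59.5% in fish R1 to 89.4% in fish P1, which had the most cases. Cells present in all structures, such as blood, could also leave traces, and this was not tested. This test was designed after an earlier test had spoken against spill-over and after the shares of 2 of these scars had been looked at. In the earlier test, spill-over from a single library did not account for most widely carried rare scars, because a single barcode held over 90% of the summed shares in only 5.45% of the 165 rare scars carried by at least 50% of the barcodes. The exception was fish P2, where this held for both of its 2 such scars. Without presences under 1% of the highest share of a scar, mean clade support became 37.5%, 56.3% and 60.6% in fish R1, R2 and R3 and 55.7%, 68.7% and 52% in fish P1, P2 and P3, a change of more than 2 percentage points only in fish R2, P1 and P3.

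The number of rare scars found in a barcode rose with its depth. Against log10 reads, with two-sided permutation tests, Spearman's rho was 0.948 in fish R1 (n = 31 barcodes, adjusted permutation p = 2.4e-05), 0.729 in fish R2 (n = 13, adjusted permutation p = 0.00768), 0.943 in fish R3 (n = 14, adjusted permutation p = 2.4e-05), 0.924 in fish P1 (n = 26, adjusted permutation p = 2.4e-05), 0.711 in fish P2 (n = 23, adjusted permutation p = 0.000291) and 0.406 in fish P3 (n = 23, adjusted permutation p = 0.0552). The raw permutation p for rho was 1e-05 in fish R1, R3 and P1, the smallest that 100000 permutations can give, 0.0064 in fish R2, 0.00017 in fish P2 and 0.0552 in fish P3. Pearson's r was 0.865, 0.752 and 0.915 in fish R1, R2 and R3 and 0.727, 0.579 and 0.428 in fish P1, P2 and P3. Its raw permutation p was 1e-05, 0.00563 and 1e-05 in fish R1, R2 and R3 and 7e-05, 0.00276 and 0.0391 in fish P1, P2 and P3, and the largest adjusted p for r was 0.0426, in fish P3. Without the 2 barcodes farthest from the median depth, r was 0.890, 0.535 and 0.908, and 0.865, 0.523 and 0.540. All 12 correlations were adjusted together. In 5 of 6 fish the number of rare scars is thus in line with a difference in depth between barcodes, and an absent rare scar in a shallow barcode may be a scar below detection. Barcodes of one fish are not independent animals, and the depth of a barcode was not separated from its body structure.

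Barcodes with neighbouring numbers were nearer to each other than other barcodes in the 3 Cas9 protein fish. The mean weighted distance of neighbours was 0.459 against 0.569 in fish P1 (one-sided permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 6e-05), 0.442 against 0.546 in fish P2 (permutation p = 0.00082, adjusted p = 0.00164) and 0.425 against 0.525 in fish P3 (permutation p = 0.00062, adjusted p = 0.00164). In Cas9 RNA fish the differences were smaller, at 0.558 against 0.563 in fish R1 (permutation p = 0.412, adjusted p = 0.412), 0.535 against 0.578 in fish R2 (permutation p = 0.136, adjusted p = 0.204) and 0.514 against 0.548 in fish R3 (permutation p = 0.222, adjusted p = 0.266). The difference between the 2 groups of fish was 0.0771 (exact permutation test, two-sided, p = 0.10, the smallest p that 3 fish against 3 allow). Similar depth of neighbours does not fully explain it, since the same 3 fish passed after the depth of both barcodes was regressed out. The differences between neighbours and other barcodes then changed from -0.110 to -0.0735 in fish P1, from -0.104 to -0.0908 in fish P2 and from -0.0998 to -0.0916 in fish P3. In Cas9 RNA fish the small differences vanished or changed sign, with 0.00254 in fish R1, -0.000984 in fish R2 and 0.0148 in fish R3. For the 82 rare scars found in exactly 2 neighbouring barcodes of Cas9 protein fish, the median of the lower over the higher share was 0.592, against 0.501 for 170 scars in 2 other barcodes. These scars had to pass the noise filter in both barcodes, which removes faint traces, so the test says little and the pattern cannot be told apart from spill-over between neighbours. Technical replicas or adjacent body structures with neighbouring barcode numbers may produce this pattern, which was not tested.

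Of the 3457 rare scars, 755 (21.8%) equalled a scar with at least 10 times as many reads in the same fish plus a 1-bp insertion or deletion. Such scars could be sequencing or PCR errors on abundant scars. Errors without a preferred position would fall along the whole read. Of the extra 1-bp events, 45.3% lay outside positions 526 to 574. That window holds most ends of the single-event scars found in all 6 fish, with the outermost ends at either side left out. As 40.4% of the 6031 events of at least 2 bp in rare scars also start outside that window, the test does not separate the explanations. That comparison uses starts only, so a deletion that begins before the window and reaches into it counts as outside. The most common position was 576, with 119 of the extra events, followed by position 574 with 100. Of the 755 extra events, 626 were deletions. The events were thus not spread evenly along the read, and errors that recur at preferred positions were not tested.

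Scarring that ends earlier would be carried to more of the body, so rare scars were predicted, before the data were examined, to be carried by a larger share of barcodes in every Cas9 protein fish than in every Cas9 RNA fish. The groups overlapped (exact permutation test, two-sided, p = 1, 3 fish against 3), and the prediction was not met. A scar in 1 barcode makes a larger share where barcodes are fewer. Fish R1, R2 and R3 had 31, 13 and 14 barcodes, against 26, 23 and 23 in fish P1, P2 and P3. The mean number of barcodes per rare scar overlapped too. It was 2.93, 1.59 and 2.38 in fish R1, R2 and R3. In fish P1, P2 and P3 it was 2.73, 1.78 and 4.44. Both measures depend on the number of barcodes, so neither can decide whether earlier scarring spreads further. Shares also overlapped without presences under 1% of the highest share of a scar and with the limit of 0.1% of the reads. Cas9 RNA minus Cas9 protein means were then 0.411 and -1.58 percentage points, the second in the predicted direction. Shares overlapped with 1000 reads per barcode as well, with a difference of 1.84. Fish R2 then held only 1 rare scar, so that comparison says little.

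Mean clade support was higher in each Cas9 protein fish than in each Cas9 RNA fish, but fish R2 and R3 (59.5% and 59.4%) lay close to fish P1 and P3 (60.7% in both). This separation held with the stricter definition of rare scars and with rare scars in at least 2 barcodes. It was lost with all barcodes, neighbour joining, Jaccard distance, both other noise filters, no 1-bp variants, the limit of 1% of the highest share and an equal number of rare scars, where at least 1 Cas9 protein fish lay below a Cas9 RNA fish. With an equal number of rare scars per fish the difference became 1.32 percentage points in the other direction, in line with an effect of the number of rare scars. This test is weak, because fish R2, with the fewest rare scars, lost none and stayed at 59.7%, and fish R1 remained lower than each Cas9 protein fish, at 21.6% against 36.4%, 53.6% and 38.4% in fish P1, P2 and P3. The support of a tree of barcodes is not a measure of grouping by tissue, and the paper's comparison of tissue grouping between the injections was not tested.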
